# Transcriptome Analysis of Porcine Thymus following Porcine Cytomegalovirus Infection

**DOI:** 10.1371/journal.pone.0113921

**Published:** 2014-11-25

**Authors:** Xiao Liu, Zhiwen Xu, Ling Zhu, Shan Liao, Wanzhu Guo

## Abstract

Porcine cytomegalovirus (PCMV) is a major immunosuppressive virus that mainly affects the immune function of T lymphocytes and macrophages. Despite being widely distributed around the world, no significantly different PCMV serotypes have been found. Moreover, the molecular immunosuppressive mechanisms of PCMV, along with the host antiviral mechanisms, are still not well characterized. To understand the potential impact of PCMV on the function of immune organs, we examined the transcriptome of PCMV-infected thymuses by microarray analysis. We identified 5,582 genes that were differentially expressed as a result of PCMV infection. Of these, 2,161 were upregulated and 3,421 were downregulated compared with the uninfected group. We confirmed the expression of 13 differentially expressed immune-related genes using quantitative real-time RT-PCR, and further confirmed the expression of six of those cytokines by western blot. Gene ontology, gene interaction networks, and KEGG pathway analysis of our results indicated that PCMV regulates multiple functional pathways, including the immune system, cellular and metabolic processes, networks of cytokine-cytokine receptor interactions, the TGF-β signaling pathway, the lymphocyte receptor signaling pathway, and the TNF-α signaling pathway. Our study is the first comprehensive attempt to explore the host transcriptional response to PCMV infection in the porcine immune system. It provides new insights into the immunosuppressive molecular mechanisms and pathogenesis of PCMV. This previously unrecognized endogenous antiviral mechanism has implications for the development of host-directed strategies for the prevention and treatment of immunosuppressive viral diseases.

## Introduction

Porcine cytomegalovirus (PCMV) is a member of the genus *Roseolovirus*, subfamily *Betaherpesvirinae*, and family *Herpesvirus*. It has a 128,367 bp linear double-stranded DNA genome, containing 79 open reading frames (ORFs), and its viral particle diameter is 150–200 nm [1]. Viruses of genus *Cytomegalovirus* are widely distributed in nature and have strict host specificity; for example, PCMV only infects pigs. PCMV has been documented worldwide, with pig farms in Japan, Europe, North America, and China having an average infection rate of 90% [1]–[2]. Interestingly, no distinct PCMV serotypes have been identified. PCMV spreads by both vertical and horizontal transmission, and a recent study showed that PCMV was present in pig semen, indicating that the virus can spread through mating [3].

PCMV can remain latent in adult pigs, but active infection causes fatal systemic failure in piglets less than 3 weeks of age. The clinical symptoms of infected piglets include pneumonia and inclusion body rhinitis, and there is a high mortality rate. PCMV-infected sows are prone to abortion, with pathological changes including edema in the heart, lungs, lymph nodes, and mesocolon [2].

In recent years, because of the shortage of human organ donors, xenotransplantation has become an emergency alternative option. Because pigs are the major donors for xenotransplantation, a variety of porcine viruses have become a threat to the human recipients. Porcine endogenous retroviruses and porcine lymphotropic herpesvirus 1 and 2 have previously been identified as major concerns for organ transplantation; however, the ubiquitous nature of herpesviruses, including PCMV, means that these viruses are now a major focus in the development of xenotransplantation technology [1], [4], [5].

PCMV inhibits host immune function and defense mechanisms, particularly the action of T lymphocytes. Like porcine reproductive and respiratory syndrome virus, PCMV uses alveolar macrophages as target cells, and a recent study showed that PCMV infection can promote the occurrence of porcine reproductive and respiratory disease [6].

Microarray technology is used to monitor target molecules by detecting the intensity of hybridization signals, and it is capable of both high-throughput and high sensitivity. It can detect transcriptional level changes in entire host genomes in response to pathogens, allowing a more detailed understanding of the molecular mechanisms of host-pathogen interactions during viral infection [10]–[12]. Although a series of transcriptome profiles have been generated for the host in response to herpesvirus family infections, a specific transcriptome analysis of the host following PCMV infection that focuses on the immunosuppressive molecular mechanisms of PCMV is still lacking [7]–[9].

The current research used the Agilent Pig 4×44K Gene Expression Microarray v2 to comprehensively analyze differences in the transcriptomes of the thymuses of pigs infected with PCMV compared with those of control pigs. The expression of a group of immune-related genes identified by the microarrays was confirmed by quantitative RT-PCR (qPCR) and western blot. The results of this study further both our understanding of the genes involved in the porcine immune response to PCMV and the pathogenesis of PCMV, and they will contribute to the prevention and treatment of immunosuppressive viral diseases.

## Results

### Confirmation of PCMV infection

All piglets inoculated with the PCMV SC strain showed clinical symptoms of weakness, fever, rhinitis, and conjunctivitis from 7 days post inoculation (dpi). The PCMV infection induced pulmonary edema, pleural effusion, splenic infarction, and surface bleeding of the kidneys (Fig. S1). Biopsies of PCMV-infected piglets showed dilatation and congestion of alveolar capillaries and significantly swollen hepatocytes, while the hepatic sinusoids were completely absent. We also found increased numbers of splenic macrophages, decreased numbers of lymphocytes, and granular degeneration of tubular epithelial cells in PCMV-infected piglets (Fig. 1). In contrast, we observed no significant pathological changes in the uninfected piglets (Fig. 1). Serological tests showed that all PCMV-inoculated piglets were antibody-positive, while the uninfected piglets showed a negative serum antibody response. We also quantified the PCMV RNA in the tissues using qPCR. The viral loads of the thymuses from the two dead PCMV-infected piglets were 4.72×10^7^ copies/mg and 8.43×10^7^ copies/mg. No viral load was detected in the thymuses from the control group. These results confirmed successful infection of the PCMV-inoculated pigs.

**Figure 1:**
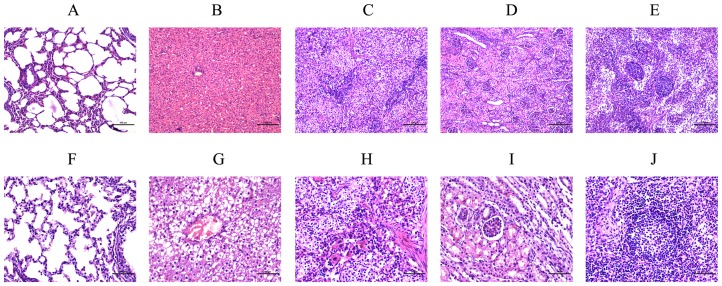
Pathological section examination. A–E: Control porcine (A) lung, (B) liver, (C) spleen, (D) kidney, and (E) thymus tissue sections. F–J: PCMV-infected porcine (F) lung, (G) liver, (H) spleen, (I) kidney, and (J) thymus tissue sections.

### Transcriptome analysis of the immune organs in response to PCMV infection

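RNA pooled from the thymuses of all control pigs, and RNA pooled from the thymuses of all PCMV-infected pigs, were each hybridized to 1 single-colour (Cy3) Agilent pig array, with 5 pigs inoculated or mock-inoculated in each group. The sample labels name the tissue as immune organs and the paper names it as thymus. With 1 array per group, no value has a replicate error and no fold change has a replicate check, so the number of arrays limits the precision. The authors deposited the Feature Extraction output of each array, in which the processed signal of a spot is its background-subtracted and spatially detrended intensity. A further multiplicative detrending was applied to the infected array alone, where it changed the signal of spots well above background by a factor of 0.809 to 1.84. Each array held 43603 probes in 43803 spots, besides 1417 control spots. The median processed signal of the probe spots was 64.1 on the control array and 53.8 on the infected array, over a median local background of 32 and 31. No probe spot was saturated on either array, and 524 spots on the control array and 885 on the infected array carried an outlier flag. Flagged spots did not count for detection. They were left out of a probe's mean, except where every spot of the probe was flagged. A probe was taken as detected on an array if at least 1 of its spots was positive and significant, well above background and free of an outlier flag. This held for 26039 probes (59.7%) on the control array and 27787 probes (63.7%) on the infected array. The spots of a probe were averaged, and both arrays were brought to the same distribution over all probes by quantile normalization, as the paper's methods state. For the 29 probes that were printed in 5 spots each and detected, the median SD of the log2 signal between spots was 0.31 on the control array and 0.25 on the infected array. The log2 fold change of a gene, infected over control, was the mean over its probes detected on both arrays. A probe detected on 1 array and not well above background on the other gave only a bound, written as at least N-fold. The bound was the brighter normalized signal over the higher of the dim probe's own signal and the lowest normalized signal among probes well above background on the dim array. That lowest signal was 4.24 on the log2 scale on the control array and 2.36 on the infected array. Many infected probes not well above background lay above the latter, so a bound on a lower gene is not a strict limit.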

The microarray analysis showed a significant host response to PCMV infection compared with the uninfected controls. To confirm differential expression of the host genes identified by the microarray, we performed fold-change filtering between the two samples (default threshold was fold change ≧2.0). 

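Both arrays detected 23734 probes, and the authors' deposited table of normalized values holds the same 23734 probes. The log2 fold change computed from the scanner output differed from that of the authors' table by more than 0.01 for 18 of these probes, by 0.41 at most. A gene was counted by its RefSeq symbol or, for probes with none, by the transcript identifier of the array's design, which gave 18953 genes detected on both arrays. A RefSeq accession gave a symbol to 5461 probes of the array, of which 3658 were detected on both arrays and stood for 1699 genes. Of the genes counted, 2360 had several detected probes. The probes of 680 of these genes lay on both sides of no change, and those of 17 genes changed at least 2-fold in opposite directions. The median SD of the log2 fold change between probes of 1 gene was 0.40 over the 874 genes with a symbol and several detected probes. The detection filter was the choice that moved these numbers most. With every probe kept, 43603 probes and 36787 genes were counted.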

We identified 15,527 genes in the microarray analysis (Table S1) (NCBI GEO Accession: GSE59115, ID: 200059115). PCMV infection resulted in 2,161 upregulated and 3,421 downregulated genes compared with the uninfected group (Table S2). 

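Quantile normalization gave 2888 genes at least 2-fold higher and 3907 genes at least 2-fold lower in the infected thymus, so that 42.5% of the 6795 changed genes were higher. By probe, 3528 were at least 2-fold higher and 4930 at least 2-fold lower. The median log2 fold change over all detected genes was −0.22. Calls past 2-fold leaned less to the lower side under cyclic loess, with 3485 genes higher and 2896 lower (54.6% higher). Of the genes called under quantile normalization, cyclic loess kept 2887 as higher and 2895 as lower. Without normalization between the arrays, 2316 genes were higher and 5208 lower (30.8% higher). A 3-fold threshold left 1549 genes higher and 1457 lower. These counts describe 1 pooled sample per group and carry no p-value.

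**Figure D1:**
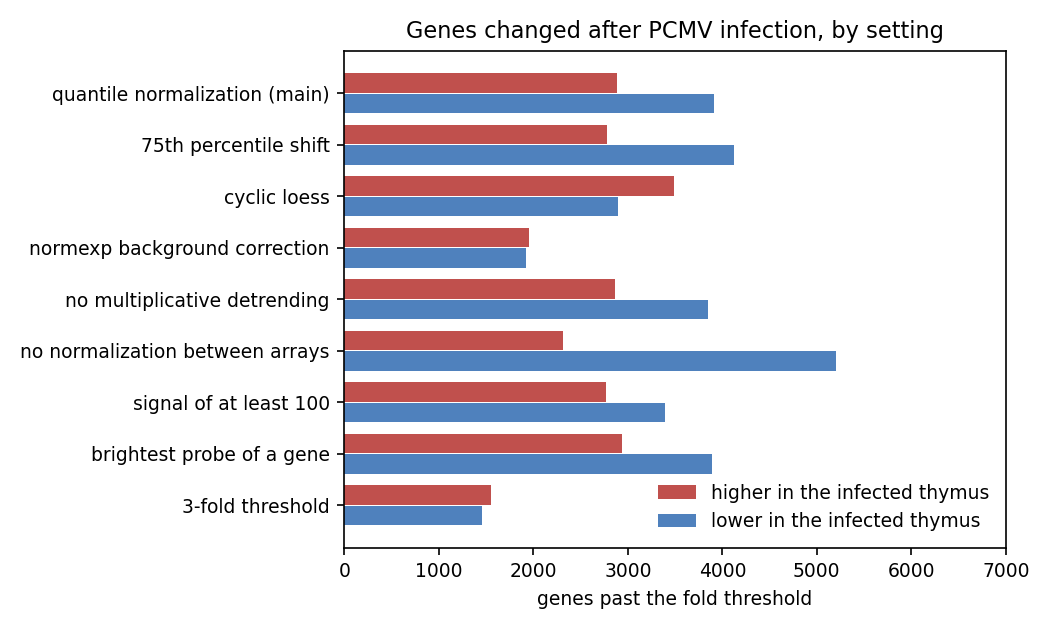
Genes past the fold threshold (horizontal axis, number of genes) under each setting (vertical axis), with those higher in the infected thymus in red and those lower in blue, 1 pooled array per group. Under quantile normalization the lower genes (3907) outnumber the higher genes (2888), and under cyclic loess the higher genes (3485) outnumber the lower genes (2896).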

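Among genes with a symbol whose detected probes all changed at least 2-fold the same way, the 10 largest rises were in S100A12, EPCAM, TF, S100A9, S100A8, LTF, LGALS3, FMO1, HP and CBR2. S100A12 (calgranulin C) rose by 7.97 on the log2 scale and CBR2, the last of these, by 5.28. EPCAM, an epithelial adhesion molecule, rose by 7.62 over 4 probes, which ranged from 6.73 to 8.56. The other 12 probes of EPCAM were not well above background on the control array, and their bounds ranged from at least 119-fold to at least 669-fold. TF (transferrin) rose by 6.83 on its RefSeq probe and by 1.30 on a probe that only the supplementary tables name so. The log2 fold change was 6.51 for S100A9, 6.26 for S100A8, 5.53 for LTF, 5.46 for LGALS3, 5.44 for FMO1 and 5.43 for HP. Among the 10 largest falls were those of RBP5 (log2 fold change −4.00), CCL19, FSCN1 (−3.81), LEF1 (−3.78), FABP6 (−3.49), PPP1CC (−3.26), CD79A (−3.17), GYS2 (−3.15) and SSTR3 (−3.12).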

The results from the quality assessment of the gene data after filtering are shown in Figs. 2–3 and Fig. S2.

**Figure 2:**
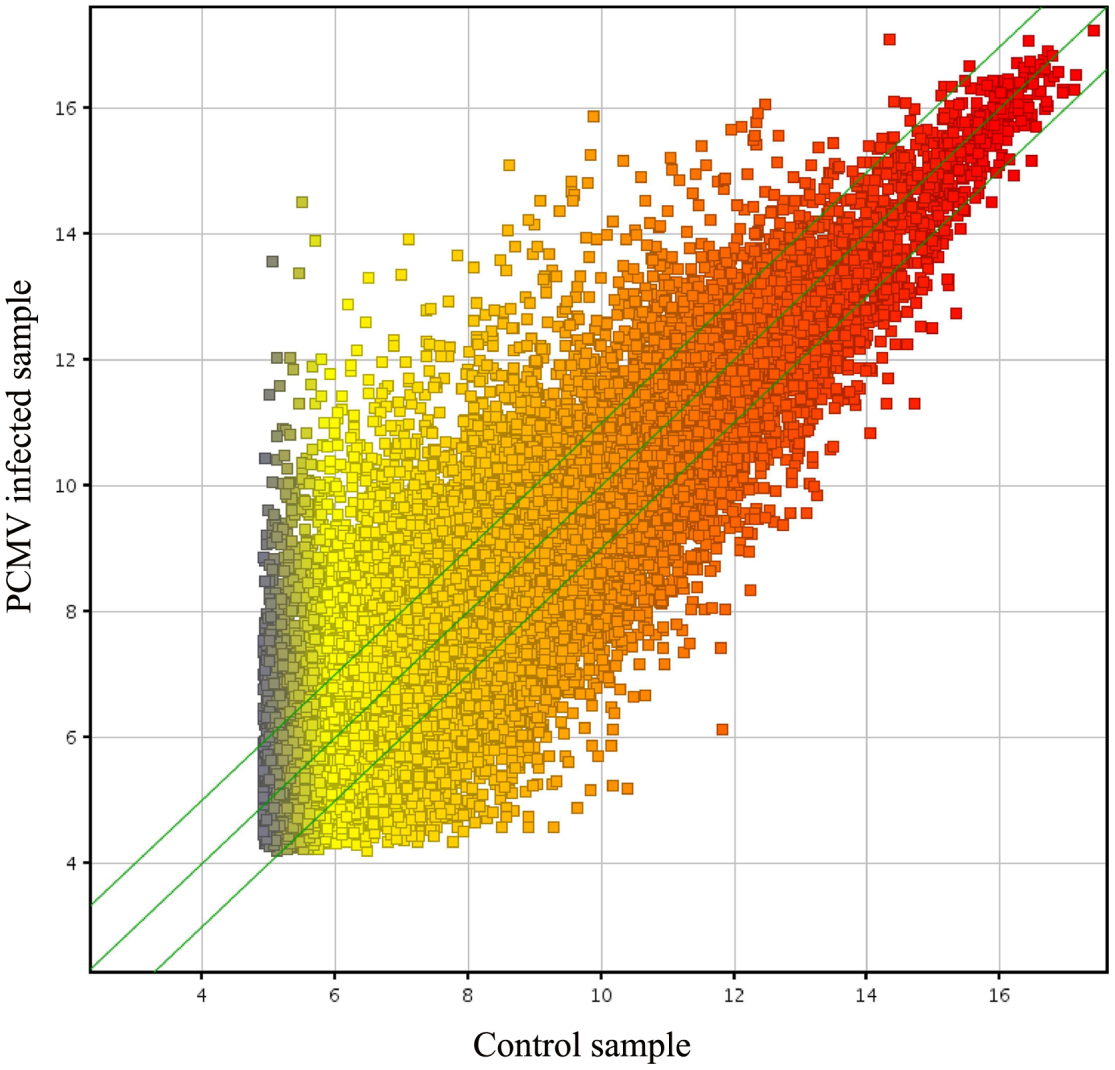
Scatter plot of the microarray data. The data from the microarray are graphed on a scatter plot to visualize variations (or reproducibility) in gene expression between arrays. The values on the X and Y axes of the scatter plot are the normalized signal values for the samples (log2 scaled). The green lines are fold-change lines (the default fold-change value is 2.0). The expression of the genes above the top green line or below the bottom green line differed more than two-fold between the infected and control samples.

**Figure 3:**
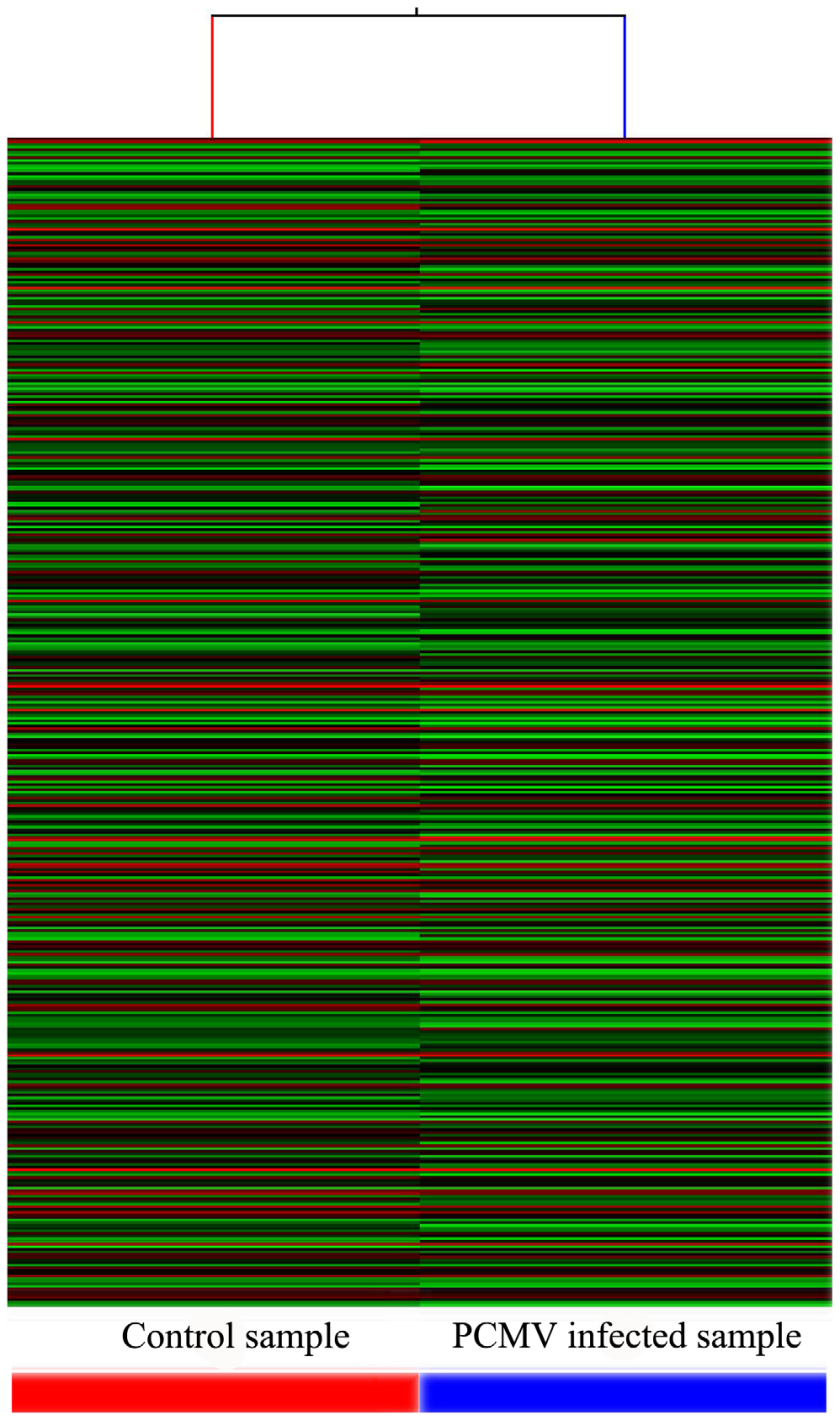
Heat map and hierarchical clustering of the microarray data. Hierarchical clustering was used to analyze the gene expression data by arranging the samples into groups based on their expression levels. The dendrogram shows the relationships among the gene expression patterns in the samples. The red line indicates high relative expression and the green line indicates low relative expression.

The differentially expressed genes were functionally annotated based on gene ontology (GO) (www.geneontology.org). The results showed that the differentially expressed genes were associated with cellular components, molecular functions, and biological processes. The GO category analysis revealed that the upregulated genes fell into the following categories: inflammatory responses (e.g. interleukin 1 beta), stimulus responses (e.g. bone morphogenetic protein 2 and transforming growth factor beta 2/3), metabolic processes (e.g. thrombospondin receptor and serine dehydratase), and protein binding (e.g. cytoplasmic cochaperone 1). 

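Of the genes that the paper names as examples here, IL1B had a log2 fold change of 1.97 in the infected thymus, measured by 1 probe. BMP2 had a log2 fold change of 1.03 from normalized signals of 42.0 in the control and 85.7 in the infected thymus, and it was under 2-fold with a 75th percentile shift or with normexp background correction in place of quantile normalization of the processed signals, and also without multiplicative detrending or without normalization between the arrays. CD36, the thrombospondin receptor, had a log2 fold change of 0.82 over 3 probes and passed 2-fold under cyclic loess and among probes with a signal of at least 100. SDS (serine dehydratase) has no named probe here. Together with TGFB3, the 4 detected genes with a RefSeq symbol had a median log2 fold change of 1.46, and 3 of them were at least 2-fold higher. With TGFB2, which is named only by the supplementary tables, the median over 5 genes was 1.03, and 4 of them were at least 2-fold higher.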

The main GO categories for the downregulated genes were cellular processes (including cellular metabolic processes, cellular processes involved in reproduction, regulation of cellular processes, and organelle organization, e.g. aprataxin), immune system processes (e.g. Sp3 transcription factor, interleukin 6, and toll-like receptors), metabolic processes (e.g. aprataxin, mutL homolog 1, and cathepsin D), and regulation of biological process (e.g. upstream transcription factor 1 and toll-like receptor 2) (Fig. 4 and Table S3).

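The genes that the paper names as examples of the downregulated categories, with interleukin 6 and the 6 toll-like receptors that it calls downregulated (TLR1, TLR2, TLR6, TLR7, TLR8 and TLR10), had a median log2 fold change of −1.15 over the 11 detected genes, and 9 of them were at least 2-fold lower. TLR3 and TLR4 were not in this list, and both lay above no change. USF1 (upstream transcription factor 1) had a log2 fold change of −1.44 over 3 probes, which ranged from −2.36 to −0.96, and was under 2-fold with normexp background correction. For APTX (aprataxin), 3 probes from −1.57 to −0.67 were averaged, and the gene was under 2-fold with cyclic loess, with normexp background correction and without multiplicative detrending. CTSD (cathepsin D) was not 2-fold lower, with a log2 fold change of −0.39 from probes at −1.04 and 0.26, and was called lower only if its brightest probe stood for the gene. The probe that the supplementary tables name SP3 had a log2 fold change of −0.32.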

**Figure 4:**
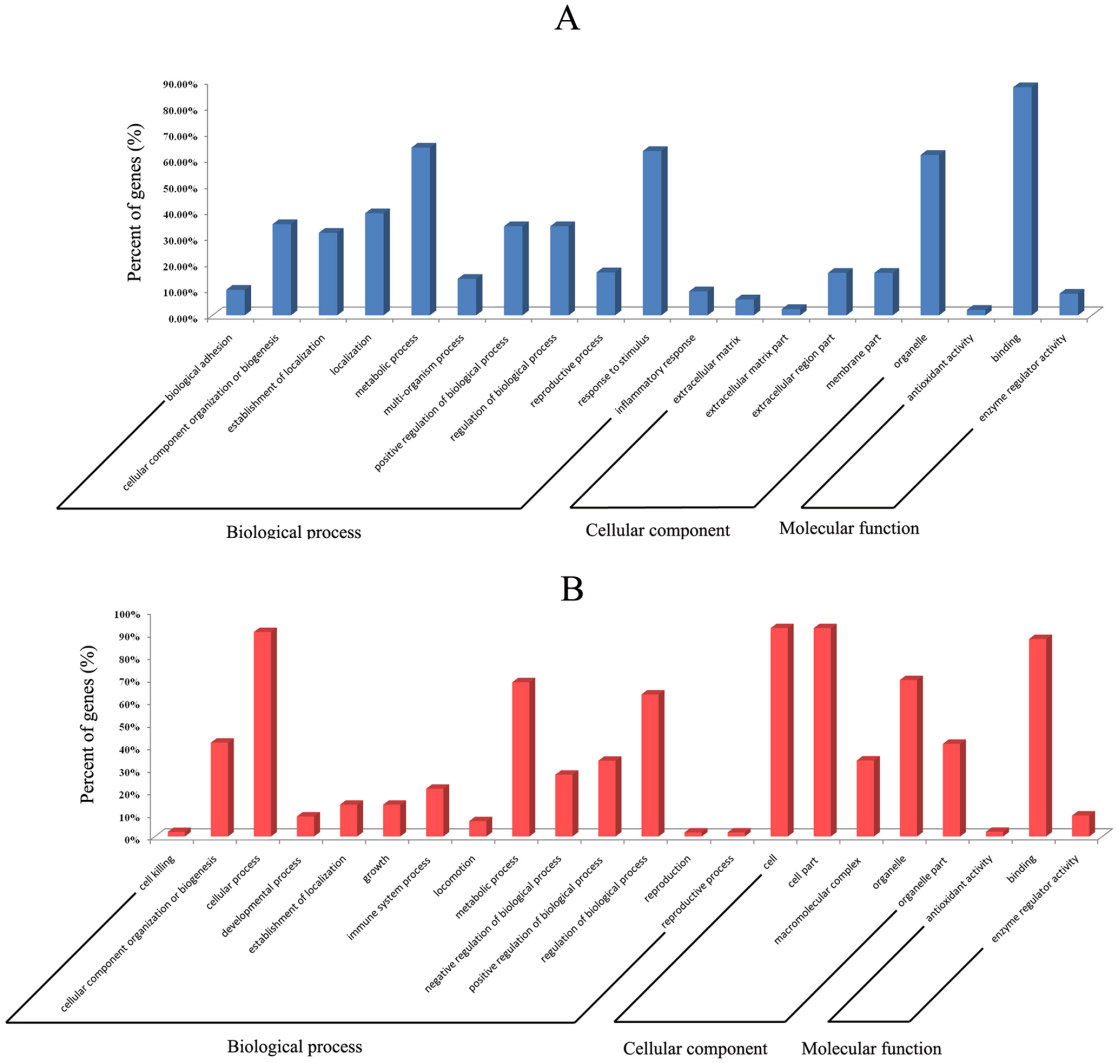
GO annotation of the differentially expressed genes. A GO analysis to categorize the differentially expressed genes into GO categories was performed. The P values indicate the significance of the GO term enrichment in the list of differentially expressed genes (P≤0.05 is considered significant). (A) GO annotation of the upregulated genes. (B) GO annotation of the downregulated genes. For other enriched GO terms, please see Table S3.

To further elucidate the function of the differentially expressed genes in the porcine thymuses after PCMV infection, a Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis was performed. In total, 143 over-represented pathways were identified, suggesting that these signaling pathways are regulated by the differentially expressed genes during virus infection (Table S4). The differentially expressed genes were mainly associated with the chemokine signaling pathway, the cytokine-cytokine receptor interaction pathway, the cytokine signaling pathway, the T-cell receptor signaling pathway, and the apoptosis signaling pathway.

### STRING analysis

The STRING (Search Tool for the Retrieval of Interacting Gene/Proteins) online software was used to predict the direct (physical) and indirect (functional) interactions between the differentially expressed immune-related proteins that were mainly related to the inflammatory response, the immune response and its regulation, and cytokine signaling pathways. The functional protein association networks (Fig. 5) indicated that most of the genes involved in these processes were interrelated. For example, the genes encoding tumor necrosis factor (TNF), tumor necrosis factor ligand superfamily member-13b, interleukin-15 (IL-15), IL-6, IL-8, IL-1α, IL-1β, IL-6 receptor, transforming growth factor beta 1 (TGF-β), chemokine (C-X-C motif) ligand 9 (CXCL9), chemokine (C-X-C motif) ligand 12 (CXCL12), and chemokine (C-C motif) ligand 20 (CCL20) were associated with multiple signaling pathways. 

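The genes that the paper names in describing the association network, with TREM1, which it places outside the network, had a median log2 fold change of −1.02 over 18 detected genes, of which 9 were at least 2-fold lower and 5 at least 2-fold higher. IL6R had a log2 fold change of −1.93 over 3 probes, and TNFSF13B one of −1.34, which was under 2-fold with normexp background correction. IL1A rose from a normalized signal of 34.6 in the control thymus to 139 in the infected thymus, and IL15 rose by 1.08 on the log2 scale. The IL15 call was lost with its brightest probe, with normexp background correction and without normalization between the arrays. TGFB1 had a log2 fold change of −1.07, the mean of probes at −1.64 and −0.51, and it was under 2-fold with cyclic loess, with normexp background correction, with the brightest probe and without multiplicative detrending.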

The genes encoding chemokine (C-C motif) ligand 4-like 1 (CCL4L1), CD4, CD86, CD40, toll-like receptor 4 (TLR4), TLR9, and kinase insert domain receptor were related with one another, and the genes encoding IL-8, IL-6, IL-1β, CD4, and IL-1α were also interrelated. However, some of the genes were not linked to the association network, including those encoding triggering receptor expressed on myeloid cells 1, MHC class I related antigen 2, and lymphocyte cytosolic protein 1.

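CD40 had a log2 fold change of −1.87 over 2 probes. CD86 was at −0.88 and passed 2-fold only without normalization between the arrays. The TLR9 probe was not well above background on either array. KDR (kinase insert domain receptor), named only by the supplementary tables, rose by 1.70 on the log2 scale over 2 probes. TREM1 (triggering receptor expressed on myeloid cells 1) rose by 3.56 from a normalized signal of 30.6 in the control thymus to 361 in the infected thymus. MHC class I related antigen 2 and lymphocyte cytosolic protein 1 have no named probe here.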

**Figure 5:**
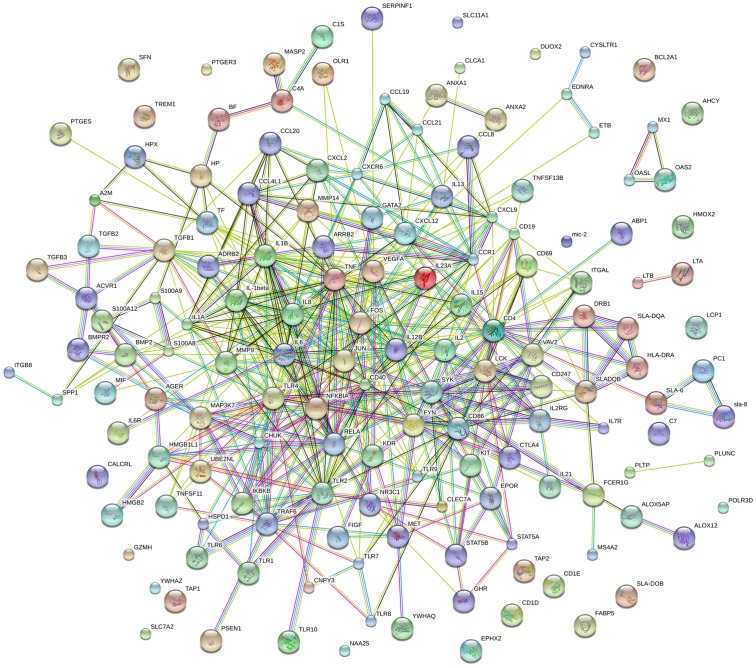
Interaction networks of the differentially expressed genes. The STRING database was used to predict the relationships between the differentially expressed immune-related genes. The lines of different colors represent the types of evidence upon which the associations are based: green, neighborhood evidence; red, gene fusion evidence; blue, co-occurrence evidence; black, coexpression evidence; purple, database evidence; cyan, text-mining evidence; yellow, homology evidence.

### Confirmation of microarray data by qPCR and western blot

To evaluate the role of specific host immune genes in PCMV infection, we selected 13 immune-related genes for further analysis by qPCR (IL-1α, IL-1β, IL-2, IL-7, IL-8, IL-12, IL-15, IL-7R, IFN-α, TNF, TNF-SF10, TGF-β1, and TGF-β-R1). We additionally confirmed 6 of those cytokines by western blot (IL-1α, IL-1β, IL-12B, IFN-α, TNF, and TGF-β1). We found that the detected level of gene expression was relatively consistent between qPCR, western blot, and microarray analysis for all the genes tested (Table 1, Table S5, and Fig. 6).

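All 13 genes of Table 1 had a probe detected on both arrays, and 8 of them changed at least 2-fold. In 13 of 13 genes the direction on the array was that of the qPCR values in Table 1, which reach 2-fold for 2 of the genes. Table S5 lists qPCR quantities for 12 of the genes in 2 samples. With the sample that is higher for IL1A taken as the infected one, 11 of the 12 had the array's direction there, and IL12B was higher by qPCR while lower on the array. TGFB1 was 1.04-fold lower in Table S5, a smaller change than in Table 1. The log2 fold change was −2.53 for IL7R, from probes at −3.30 and −1.77, and −2.07 for IL12B. It was 0.83 for IL7, which passed 2-fold only under cyclic loess, and 0.33 for TGFBR1. TNFSF10 was at 0.08, with 1 probe on either side of no change at −0.17 and 0.34, and its sign changed with the brightest probe or without normalization between the arrays. For 9 of the genes, a probe had a normalized fold change within 0.015 of the paper's array value, and for the other 4 genes only the ratio of the signals before normalization between the arrays came that close.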

**Figure 6:**
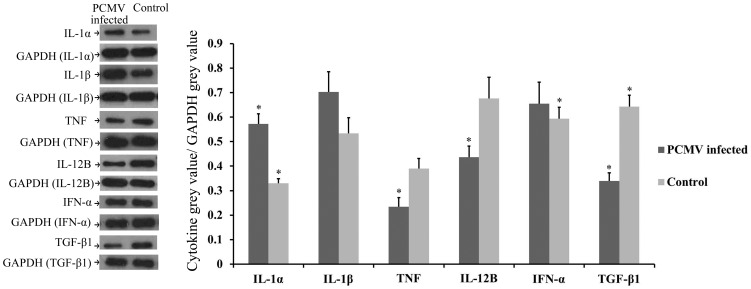
Western blot of six of the differentially expressed genes. Western blot of IL-1α, IL-1β, IFN-α, IL-12B, TNF and TGF-β1 in samples from control and PCMV-infected pig thymuses. (* denotes P<0.05).

**Table 1:** Real-time qRT–PCR of 13 differentially expressed genes.

Genes	GeneBank Accession	qRT-PCR fold-change (Infected/control)	Microarray fold-change (Infected/control)
IL1a	NM_214029	+2.22	+2.09
IL1b	NM_214055	+1.13	+3.91
IL2	NM_213861	−1.05	−2.98
IL7	NM_214135	+1.13	+1.47
IL8	X61151	+3.13	+4.15
IL12	NM_214013	−1.64	−4.19
IL15	NM_214390	+1.88	+2.36
IL-7R	NM_001146128	−1.25	−3.41
TNF	NM_214022	−1.08	−2.01
TNFSF10	NM_001024696	+1.38	+1.11
TGF-β1	NM_214015	−1.40	−3.11
TGF-β-R1	NM_001038639	+1.60	+1.08
IFN-α	NM_001166310	+1.31	+1.31

qRT-PCR results of 13 immune-related genes in thymuses from PCMV-infected pigs compared with those of normal pigs. “+” and “–” indicate upregulated and downregulated genes, respectively. qRT-PCR Ct threshold: 0.015. Fold-change cut-off: 2.0.

## Discussion

The interaction between a virus and its host is determined by the host's immune response. Like human cytomegalovirus (HCMV), PCMV suppresses the immune system, especially the cell-mediated immune response [13]; however, there has been no research into the immune-evasion mechanism of PCMV until now. The thymus is one of the most important central immune organs, which is mainly composed of lymphocytes, macrophages, dendritic cells, epithelial cells, and reticular cells. The thymus is the main site of the proliferation, differentiation, and maturation of immune cells. It plays a crucial regulatory role in the development and immune function of peripheral immune organs. Changes in the thymus transcriptome during infection with an immunosuppressive virus directly reflect the impact of the virus on the immune function of host, which is the reason we chose the thymus as the site for our microarray experiments [14].

This is the first comprehensive analysis of the transcriptomes of porcine immune organs during PCMV infection. Using microarray technology, we detected 5,582 differentially expressed genes. Thirteen of the immune-related genes were confirmed with RT–qPCR and six of those cytokines were further confirmed by western blot. The differential expression of a range of immune-related genes in the porcine thymuses suggests that the infection pressure of PCMV affects the immune process of the host.

The results of GO annotation and KEGG analyses showed that several of the differentially expressed genes are involved in cellular signaling pathways, including the genes for T-cell receptor (TCR), TLR, NF-κB, B-cell receptor, TNF, p53, and TGF-β, and others are involved in the cytokine–cytokine receptor interaction signaling pathways.

TCR signaling in response to antigen recognition plays a crucial role in the adaptive immune response [15]. In this study, the expression levels of most genes involved in the TCR signaling pathway were downregulated, including those encoding cytotoxic T-lymphocyte-associated protein 4, CD4/8, lymphocyte-specific protein tyrosine kinase, CD3ε, CD3δ, E3 ubiquitin protein ligase, CD40 ligand, NF-κB, IL-2, TNF-α, inducible T-cell co-stimulator, growth factor receptor-bound protein 2, and pyruvate dehydrogenase kinase isozyme 1. This suggests that the TCR signaling pathway is significantly inhibited during infection by PCMV.

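Of the 16 genes the paper names here, counting NFKB1 and RELA for NF-κB and CD8A and CD8B for CD8, 14 had a detected probe, and CD8B and CBL (the E3 ubiquitin protein ligase) have no named probe here. All 14 genes had a negative log2 fold change, with a median of −2.18, and 13 of them were at least 2-fold lower. The median lay below those of all 10000 random lists of the same size matched on mean expression, which describes these arrays only, and the study chose these genes on the same arrays. Normexp background correction moved the median most, to −1.29. LCK had a log2 fold change of −2.95, CD40LG of −2.89, CD4 of −2.88, CTLA4 of −2.85, ICOS of −2.77, CD3E of −2.65 and CD3D of −2.44. A further CD3D probe, named only by the supplementary tables, was at −1.28. PDK1 was at −1.92 and CD8A at −1.90. IL2 was at −1.57, from normalized signals of 69.7 in the control and 23.4 in the infected thymus, and was under 2-fold with normexp background correction. NFKB1 was at −1.48, GRB2 at −1.42 and RELA at −1.06. RELA was under 2-fold with cyclic loess and with normexp background correction. TNF was at −0.99, just under 2-fold, from probes at −1.01 and −0.98, and passed 2-fold with a 75th percentile shift and without normalization between the arrays. In a list of 95 genes of the T-cell receptor pathway, 39 had a detected probe and a symbol, with a median of −1.19. Of these, 23 were at least 2-fold lower and 1 at least 2-fold higher. From the lower expression of most of these genes, the paper proposes that T-cell receptor signaling is inhibited during infection.

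**Figure D2:**
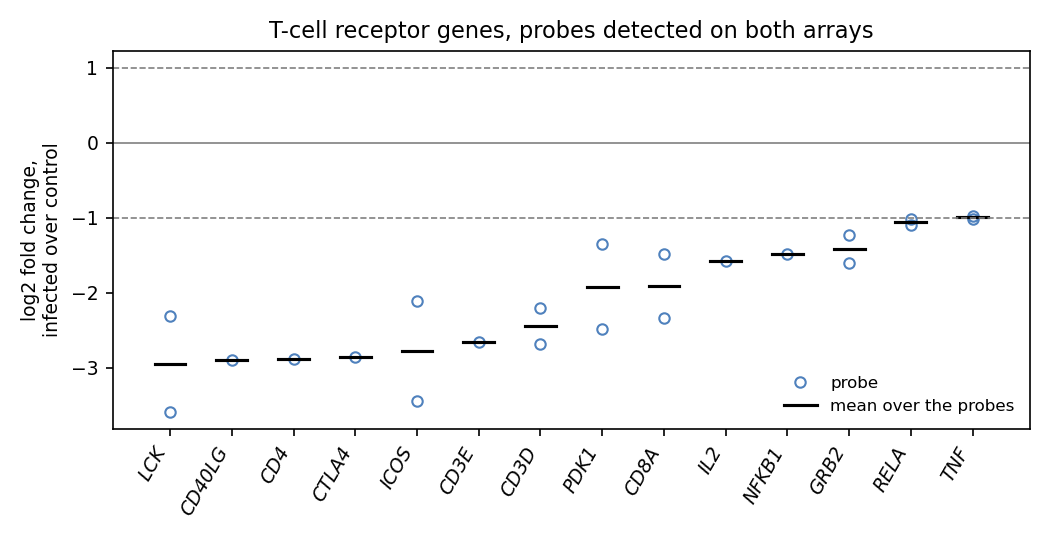
Log2 fold change, infected over control (vertical axis), of the 14 detected T-cell receptor genes (horizontal axis). Each probe with a RefSeq symbol that was detected on both arrays has 1 open circle, and a black line marks the mean over these probes. The dashed lines mark 2-fold, and the means run from −2.95 for LCK to −0.99 for TNF.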

TGF-β is an immunosuppressive cytokine, and it plays an important regulatory role in several cellular processes and immune functions. The TGF-β signaling pathway is also involved in apoptosis, cell differentiation, and growth [16]. Recent research has shown that the proliferation of activated T cells is suppressed by apoptosis and the release of TGF-β1 during HCMV infection [17]. Human immunodeficiency virus and hepatitis C virus infections also activate the TGF-β signaling pathway [18]. In the present study, the results of a GO annotation analysis showed that several of the upregulated genes are associated with the TGF-β signaling pathway, including genes encoding TGF-β2, TGF-β3, inhibitors of DNA binding 1/2/4, activin RI, decorin, and inhibin βB. This suggests that the activated TGF-β signaling pathway may function in PCMV infection as it does during infections by other immunosuppressive viruses.

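With symbols from RefSeq, 4 of the 8 genes named here had a detected probe. TGFB3 rose by 1.90 on the log2 scale, DCN (decorin) by 3.79 over 4 probes and ID4 by 1.14. ID4 was under 2-fold with normexp background correction and without normalization between the arrays. ID2 rose by 0.92 over 5 probes and passed 2-fold only with cyclic loess. The median over these 4 genes was 1.52, above those of 98.8% of the random lists, a rank that follows in part from the study's choice of these genes as upregulated on the same arrays. The other 4 genes were named only by the supplementary tables, and the part of Table S2 used here holds 1997 higher probes and 313 lower probes, so that names from it lean to raised genes. Among these, ID1 rose by 2.26 on the log2 scale, INHBB (inhibin βB) by 1.91, ACVR1 (activin RI) by 1.38 and TGFB2 by 1.01. ACVR1 was under 2-fold with normexp background correction. TGFB2 was under 2-fold with that correction, with a 75th percentile shift and without normalization between the arrays. In a list of 65 genes of the TGF-β pathway, 16 had a RefSeq symbol and a detected probe, with a median log2 fold change of 0.15, 4 genes at least 2-fold higher and 4 at least 2-fold lower. The median lay above those of 95.9% of the random lists, whose own median was −0.38. The median of the list fell below 0 in some scalings (−0.07 at the lowest) and was 0.73 over 21 genes with the names of the supplementary tables, which lean to raised genes, added.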

The interferons (IFNs) are proteins with antiviral and immunoregulatory activities, and they have been shown to play essential roles in the host responses to viruses of the family *Herpesviridae* [19]-[22]. An HCMV-derived IL-10 homolog was shown to suppress the TLR-induced expression of IFN-α/β genes in infected plasmacytoid dendritic cells, thus inhibiting the antiviral and immunoregulatory activities of the host [23]–[24]. However, in the present study, the expression of the genes encoding IFN-α/β were not significantly upregulated in porcine thymuses after PCMV infection.

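The probe of IFNB1 was not well above background on either array. The probe of IFNA1 was well above background on the infected array alone, at least 1.72-fold higher. IFN-ALPHA-10, the interferon alpha probe that carries the paper's Table 1 value, had a log2 fold change of 0.63 from normalized signals of 192 in the control and 296 in the infected thymus. It stayed under 2-fold in every setting run.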

The TLR family is the first line of defense against infectious agents, and it plays a fundamental role in the innate immune response. These proteins identify and monitor pathogen-associated molecular patterns and also mediate the expression of the cytokines that are necessary for immunity. Currently, roles for TLRs in infections by members of the family *Herpesviridae* have been reported. For example, activated TLR7/8 signaling contributes to the inhibition of bovine alpha herpesvirus replication [25]–[26]. 

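Of 10 toll-like receptor genes, 8 had a probe detected on both arrays, each of TLR1, TLR2, TLR6, TLR7, TLR8 and TLR10 by 1 probe. The log2 fold change was −2.44 for TLR1, −1.63 for TLR8, −1.53 for TLR6, −1.14 for TLR2 and −1.01 for both TLR7 and TLR10. TLR1 and TLR8 were at least 2-fold lower under each scaling run. TLR6 was under 2-fold with normexp background correction, TLR2 with cyclic loess, TLR7 with cyclic loess and with a 75th percentile shift, and TLR10 with cyclic loess and with normexp background correction. TLR3 had a log2 fold change of 0.50 from probes at 0.18 and 0.82. TLR4 was at 0.44 over 4 probes, which ranged from −0.09 to 0.77, and both genes stayed above 0 in mean under each scaling run. The median over the 8 genes was −1.07, below those of all but 5.01% of the random lists, though the study chose most of these genes on the same arrays. TLR5 has no named probe here.

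**Figure D3:**
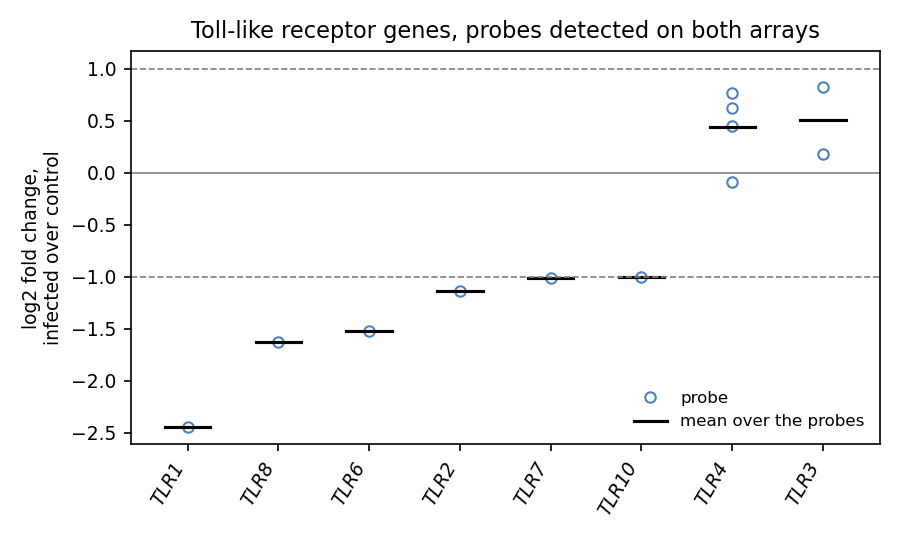
Log2 fold change, infected over control (vertical axis), of the 8 detected toll-like receptor genes (horizontal axis). Each probe with a RefSeq symbol that was detected on both arrays has 1 open circle, and a black line marks the mean over these probes. TLR1 lies lowest at −2.44, and TLR3 and TLR4 lie above 0.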

Apart from TLR3 and TLR4, the expression levels of the genes encoding most of the TLRs, including TLR1, TLR2, TLR6, TLR7, TLR8, and TLR10, were significantly downregulated after PCMV infection. This implies that PCMV inhibits the innate immune response by interrupting the expression of TLRs.

Chemokines also play an important role in the inflammatory response. Recent research has shown that infection by viruses of the family *Herpesviridae* promotes the expression of inflammatory cytokines and chemokines [27]–[28]. 

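CXCL8 (IL-8) rose by 2.05 on the log2 scale, from a normalized signal of 57.5 in the control thymus to 239 in the infected thymus, measured by 1 probe. CXCL2 rose by 3.77 over 2 probes at 3.48 and 4.07. CCR1 rose by 1.78 over 2 probes at 1.36 and 2.21. All 3 genes were at least 2-fold higher under each scaling run, and the lowest median over the 3 genes among these scalings was 1.70.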

In this study, the expression levels of the genes encoding IL-8, CXCL2, and chemokine receptor CCR1 were upregulated during PCMV infection, suggesting that IL-8 exerts an effect similar to its effect during infection by other *Herpesviridae* family viruses.

The chemokine receptor CCR7 and its ligands (CCL20/CCL19) play important regulatory roles in adaptive immune functions, including regulatory T-cell and memory T-cell functions and thymocyte development [29]. In this study, the expression levels of *CCL4*, *CCL20*, *CCL19*, *CCL8*, *CCL21*, *CXCL9*, and *CXCL12* were reduced after PCMV infection, suggesting that PCMV affects the adaptive immune functions of the host by regulating the secretion of chemokines.

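Each of the 7 chemokine genes was measured by 1 probe detected on both arrays, and all were at least 2-fold lower, with a median log2 fold change of −2.23. CCL19 had the lowest log2 fold change, −3.87, from a normalized signal of 4801 in the control thymus to 329 in the infected thymus. The log2 fold change was −2.80 for CCL20, −2.74 for CCL21, −1.97 for CXCL9, −1.35 for CCL8 and −1.05 for CCL4. CXCL12 held the median. CCL8 and CCL4 were under 2-fold with normexp background correction, and CCL4 also with cyclic loess. The only probe of the receptor gene CCR7 carried an outlier flag and gave no fold change.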

Apoptosis is an important defense mechanism of organisms, and viruses can evade identification by their hosts' immune systems by directly or indirectly inhibiting the apoptosis process. Virus-encoded proteins can also induce host cell apoptosis during the release of the viral particles in the late stage of infection [30]–[32]. The caspase protein family is essential for the modulation of apoptosis. Caspase 3 and caspase 10 are encoded by the *CASP3* and *CASP10* genes, respectively, and play central roles in the execution-phase of host cell apoptosis [33]–[35]. 

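CASP10 lay just under 2-fold lower in the mean over 3 probes, whose log2 fold changes ran from −1.23 to −0.81. It was counted as 2-fold lower with a 75th percentile shift, with the brightest of these probes and without normalization between the arrays. The gene's 3 other probes carried an outlier flag and were left out. They were brighter and did not fall. Their normalized signals were 5364, 10635 and 13795 in the control thymus and 5924, 11539 and 13956 in the infected thymus.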

In this study, the expression levels of *CASP3* and *CASP10* were significantly reduced compared with those in the control group.

The apoptosis regulator-2 (BCL-2) family of proteins is also critical for apoptosis, with its members having either anti-apoptotic or pro-apoptotic functions [36]. Recent research showed that the viral G-protein-coupled receptor (vGPCR) inhibits apoptosis of endothelial cells by upregulating BCL-2 expression during infection by Kaposi sarcoma-associated herpesvirus [37]. 

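BCLAF1 had a log2 fold change of −1.31 and was under 2-fold with normexp background correction. BAG6 was at −1.25 over 3 probes, which ranged from −2.06 to −0.33, and was under 2-fold by its brightest probe. BCL2A1 was at −0.94, from normalized signals of 4314 in the control and 2246 in the infected thymus, and passed 2-fold only without normalization between the arrays. In a list of 20 genes of intrinsic apoptosis, 9 had a detected probe, with a median log2 fold change of −1.21, and 6 of them were at least 2-fold lower. That median lay below those of all but 1.18% of the random lists.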

The expression levels of BCL-2-related protein A1 (encoded by *BCL2A1*), BCL-2-associated gene 6 (*BAG6*), and BCL-2-associated transcription factor 1 (*BCLAF1*) were significantly downregulated after PCMV infection.

The cytokines of the TNF superfamily play important roles in the regulation of cell development, physiological processes, and the host innate and adaptive immune responses to viral pathogens, including in the inhibition of viral replication, the regulation of immune genes, the development of peripheral lymphoid organs, and the differentiation of lymphocytes. The apoptotic and nonapoptotic signaling pathways can be activated after TNF receptors engage with their cognate ligands, thereby regulating the host's antiviral activity [38]. Viruses can also regulate the host's immune processes by interrupting the TNF signaling pathway [39]. In this study, the expression levels of the majority of genes involved in the TNF signaling pathway, including those encoding TNF, IL-6, CCL20, caspase 10, caspase 3, NF-κB, and TGF-β-activated kinase 1 (TAK1), were significantly downregulated after viral infection. This implies that the TNF signaling pathways and apoptotic processes are inhibited by PCMV infection, which is conducive to the replication of the virus.

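For the TNF pathway, 8 genes named by the paper, with NF-κB counted as NFKB1 and RELA, had a median log2 fold change of −1.16, and 5 of them were at least 2-fold lower. MAP3K7, which encodes TAK1, was at −1.98. IL6 was at −0.84, the mean of probes at −1.64 and −0.05. The IL6 call was gained with every probe kept, among signals of at least 100, with the brightest probe, without multiplicative detrending and without normalization between the arrays. In a list of 85 genes of the TNF pathway, 35 had a detected probe and a symbol, with a median of −0.67. Of these, 11 were at least 2-fold lower and 6 at least 2-fold higher, and 25 lay below 0. The median was below those of all but 4.98% of the random lists.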

Like the TNF/TNFR signaling pathway, the FASL/FAS pathway is also involved in apoptosis-associated signal transduction and caspase activation. However, there were no significant changes in the expression of genes involved in the FASL/FAS pathway after PCMV infection. 

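FAS had a log2 fold change of −0.82, FASLG and CFLAR of −0.76 each, CASP8 of −0.58 and FADD of 0.19, so that none of the 5 genes changed 2-fold. The median was −0.76, below those of all but 17.7% of the random lists. The 5 probes of CFLAR ranged from −1.38 to 0.28, and the gene passed 2-fold only by its brightest probe. FAS and FASLG passed 2-fold only without normalization between the arrays.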

In summary, we have shown that PCMV affects apoptosis by regulating the expression of a range of apoptosis-related genes, and in this way, facilitates latent viral infection [40].

The central immune organs are the major sites for the proliferation and differentiation of immune cells, whereas the peripheral lymphoid organs are the main sites of the immune response. Identification of the interaction between immune-related proteins in the immune organs and viral pathogens is critical for understanding the viral immunosuppressive mechanism. Our results confirm that PCMV not only directly or indirectly affects the function of the immune cells and organs, but also inhibits the host immune function by regulating the expression of multiple cytokines. This comprehensive analysis of the transcriptome of porcine thymus during PCMV infection extends our understanding of the adaptive immune response to PCMV infection and of the immune-evasion mechanisms of PCMV. This knowledge will contribute to the prevention and treatment of immunosuppressive viruses.

## Materials and Methods

### Ethical statement

The animal welfare standards adhered to in this study were established according to internationally agreed and science-based principles of the World Organization for Animal Health (OIE). All experiments were carried out in accordance with China Animal Welfare Legislation and were approved by the Sichuan Agricultural University Committee for Ethics in the Care and Use of Laboratory Animals.

### Animals, viral infection, and detection

The PCMV Sichuan (SC) strain and three-week-old male Yorkshire piglets were provided by the Animal Biotechnology Center of Sichuan Agricultural University (Ya'an, China). The 10 piglets were divided into two groups of five pigs each and maintained under controlled temperature and humidity. Serum samples collected from all 10 piglets were confirmed as PCMV antibody-negative before the start of the experiment, as described previously [41]. Each pig in the first group was inoculated with 5 ml of 10^9^ PFU/ml PCMV SC strain by intramuscular (3 ml) and intranasal (2 ml) injection at the same time, and each pig in the control group was injected with 5 ml of RPMI-1640 nutrient solution (Thermo Fisher Scientific, Waltham, UK) in the same way. The anti-PCMV antibody levels in the serum samples collected from the infected and control pigs at 13 dpi were determined as described previously [41]. Two piglets died during the viral challenge experiment (13 and 14 days dpi), and the thymus from each dead pig was collected immediately. The thymuses from two control pigs were also collected at the same time points to serve as controls.

Quantitative RT–PCR (RT–qPCR) was used to detect the PCMV viral load in the thymuses of two dead PCMV-infected piglets, and samples from the two control piglets were also tested by RT-qPCR as controls, as described previously [42]. To observe the pathological changes in the infected porcine tissues, paraffin sections were examined as described previously [43]. The sera, lymph nodes, spleens, and thymuses of the remaining infected and control pigs were collected at 14 dpi, and all the tissues were immediately frozen in liquid nitrogen and stored at –80°C until further analysis.

### RNA extraction

All thymuses from infected and control piglets were combined into a single infected group and a single control group, respectively, before RNA extraction. Total RNA was extracted from the thymuses of the PCMV-infected piglets and control piglets using TRIzol Reagent (Invitrogen, Shanghai, China), according to the manufacturer's instructions. The integrity of the RNA was assessed with electrophoresis on a denaturing agarose gel. A NanoDrop ND-1000 spectrophotometer (NanoDrop Inc., Wilmington, DE, USA) was used to accurately measure the RNA concentrations.

### Microarray analysis

The Pig 4×44K Gene Expression Array was manufactured by Agilent. The whole pig genome oligo microarray is a broad-range array that represents well-known pig genes and transcripts. When coupled to Agilent's probe selection and robust validation processes, this array delivers improved data quality and less redundant gene coverage.

### RNA labeling and array hybridization

Samples were labeled and array hybridization was performed according to the Agilent One-Color Microarray-Based Gene Expression Analysis protocol (Agilent Technology). The total RNA from each sample was linearly amplified and labeled with Cy3–UTP. The labeled cRNAs were purified with the RNeasy Mini Kit (Qiagen) according to the manufacturer's instructions. The concentration and specific activity of the labeled cRNAs (pmol Cy3/µg cRNA) were measured with a NanoDrop ND-1000 spectrophotometer. Each labeled cRNA (1 µg) was fragmented by the addition of 11 µl of 10× Blocking Agent and 2.2 µl of 25× Fragmentation Buffer and was then heated at 60°C for 30 min. Next, 55 µl of 2× GE Hybridization Buffer was added to dilute the labeled cRNA. The hybridization solution (100 µl) was dispensed onto the gasket slide, which was assembled onto the gene expression microarray slide. The slides were incubated for 17 h at 65°C in an Agilent Hybridization Oven. The hybridized arrays were washed, fixed, and scanned with the Agilent DNA Microarray Scanner.

### Data analysis

The Agilent Feature Extraction software (version 11.0.1.1) was used to analyze the acquired array images. Quantile normalization and subsequent data processing were performed with the GeneSpring GX v11.5.1 software package (Agilent Technologies). After the quantile normalization of the raw data, genes that were flagged as “Detected” in at least two of two samples (“All Targets Value”) were selected for further analysis. Differentially expressed genes were identified with fold-change filtering. Hierarchical clustering was performed with the Agilent GeneSpring GX software (version 11.5.1).

GO analysis, which is a functional analysis that associates differentially expressed genes with GO categories, was performed on our microarray data. The GO categories are derived from Gene Ontology (www.geneontology.org), which contains three structured networks of defined terms that describe the attributes of gene products.

A pathway analysis of the differentially expressed genes was performed using the standard enrichment computation method and based on the latest KEGG database. This analysis allowed us to determine the biological pathways that are significantly enriched in the differentially expressed genes. The P value (EASE-score, Fisher-Pvalue, or Hypergeometric-Pvalue) denotes the significance of the pathway correlated to the conditions. The interaction networks of the differentially expressed genes were predicted using the STRING 9.1 database (http://www.string-db.org/).

### RT–qPCR

RT–qPCR was used to confirm the transcriptional levels of specific immune-related genes with the SYBR Green PCR Core Reagents Kit (Applied Biosystems, Foster City, CA, USA) on the ABI Prism 7900 Sequence Detection System (Applied Biosystems), according to the manufacturer's instructions. The RT–qPCR primers used to detect IL-1α, IL-1β, IL-2, IL-7, IL-8, IL-12, IL-15, IL-7R, TNF, TNF-SF10, TGF-β1, TGF-β-R1, and IFN-α are shown in Table 2. The amplification conditions were: 94°C for 10 min, followed by 40 cycles of 95°C for 10 s and 60°C for 60 s. The conditions used to establish the melting curves of the PCR products after the amplification reaction were: 95°C for 10 s, 60°C for 60 s, and 95°C for 15 s, followed by heating from 60°C to 90°C.

**Table 2:** Primers used for RT–qPCR.

Genes	GeneBank Accession	Forward primers (5′-3′)	Reverse primers (5′-3′)	Product length
GAPDH	NM_001206359	ATGGTGAAGGTCGGAGTGAAC	CTCGCTCCTGGAAGATGGT	235
IL1a	NM_214029	TGAAGTGTTGACAGGCCGTAT	TGGTCCTCCCAAGATTGTTATG	250
IL1b	NM_214055	AGGAAGTGATGGCTAACTACGGT	GCTGGATGCTCCCATTTCTC	126
IL2	NM_213861	GAGCCATTGCTGCTGGATTT	GTAGCCTGCTTGGGCATGTAA	110
IL7	NM_214135	AGTGACTATGGGCGGTGAGA	GCTACTGGCAACAGAACAAGG	142
IL8	X61151	CTATGCCTCATTCCTGTGCT	AGAACAACGTGCATGGGAC	121
IL12	NM_214013	CCTGGGAAAGTCCTGTCGTG	GCAGATTTTGGGAGTGGTTGA	282
IL15	NM_214390	GCGATGAAGTGCTTTCTCCTG	TACTCAATGGACGATAAACTGCTG	122
IL-7R	NM_001146128	CTCCTTCTCGTGCTACAGTCA	ACTCAGGCAATTTATGTCCAA	139
TNF	NM_214022	CACGCTCTTCTGCCTACTGC	TCCCTCGGCTTTGACATTG	163
TNFSF10	NM_001024696	TCCAGCAGAGCCAATAGGTTA	GTGTTGTTGAGCCTTTGGGT	66
TGF-β1	NM_214015	ACTACTACGCCAAGGAGGTCA	TCTGCCCGAGAGAGCAATAC	157
TGF-β-R1	NM_001038639	CATAACCGTACAGTCATTCACCA	CGACCTTTGCCAATACTTTCT	200
IFN-α	NM_001166310	GACTCCATCCTGGCTGTGA	ATGACTTCTGCCCTGACGA	104

### Western blot analysis

All thymuses from infected and control piglets were combined into a single infected group and a single control group, respectively, and were lysed in Enhanced RIPA Lysis Buffer (Leagene, Beijing, China) containing 1 mM phenylmethanesulfonyl fluoride. After being resolved by sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE), the proteins were transferred to a nitrocellulose membrane (Bio-Rad, Shanghai, China). The following antibodies were used for protein detection: primary antibodies - rabbit polyclonal anti-IL-1α, anti-IL-1β, anti-IL-12B, anti-TNF, anti-IFNα, and anti-TGF-β1, and secondary antibody horseradish peroxidase conjugated anti-rabbit (abcam, Shanghai, China). Blots were visualized by the ChemiScope 3100 chemiluminescence imaging system (CLINX, Shanghai, China) according to the manufacturer's guidelines.

## Conclusion

This is the first comprehensive analysis of the transcriptomes of a porcine immune organ (thymus) during PCMV infection. Using microarray technology, 5,582 differentially expressed genes were detected, which were associated with the inflammatory response, the immune response, immunoregulation, and cytokine-mediated signaling pathways. We confirmed 13 differentially expressed immune-related genes using quantitative real-time RT-PCR and further confirmed 6 of those cytokines by western blot. This study provides new insight into the immunosuppressive molecular mechanisms and pathogenesis of PCMV. The results presented here will contribute to the prevention and treatment of immunosuppressive viral diseases.

## Supporting Information

Figure S1 **Pathological changes in PCMV-infected porcine organs.** The lungs of (A) PCMV-infected and (B) control pigs.
(TIF) Click here for additional data file.

Figure S2 **Box plot of the intensity distributions from infected and control samples.** A box plot comparing the distributions of the intensities of the infected and control samples after normalization.
(TIF) Click here for additional data file.

Table S1 **Gene expression profiles.**
(XLS) Click here for additional data file.

Table S2 **Genes differentially expressed by control and PCMV-infected pig thymuses.** Genes were considered to be significantly upregulated or downregulated if the fold-change was ≧2.0 or ≤-2.0. Fold change is the ratio of normalized intensities between the infected and control samples. +: upregulated, -: downregulated.
(XLS) Click here for additional data file.

Table S3 **GO functional enrichment annotations for the differentially expressed genes.**
(XLSX) Click here for additional data file.

Table S4 **KEGG pathway annotations for the differentially expressed genes.**
(XLSX) Click here for additional data file.

Table S5 **Real-time RT–PCR of 13 differentially expressed genes.**
(XLSX) Click here for additional data file.

## References

[1] GuW, ZengN, ZhouL, GeX, GuoX, et al (2014) Genomic organization and molecular characterization of porcine cytomegalovirus,. Virology. 460:165–172.2501028210.1016/j.virol.2014.05.014

[2] EdingtonN, WrathallA, DoneJ (1988) Porcine cytomegalovirus (PCMV) in early gestation. Vet microbiol 17:117–128.284563510.1016/0378-1135(88)90003-x

[3] LiuX, LiaoS, ZhuL, XuZ, ZhouY (2013) Molecular Epidemiology of Porcine Cytomegalovirus (PCMV) in Sichuan Province, China: 2010–2012. PloS one 8:e64648.2376224310.1371/journal.pone.0064648PMC3675093

[4] ScobieL (2010) Porcine pathogens and xenotransplantation: PERV and beyond!. Xenotransplantation 17:118–118.

[5] MuellerNJ, LivingstonC, KnosallaC, BarthRN, YamamotoS, et al (2004) Activation of porcine cytomegalovirus, but not porcine lymphotropic herpesvirus, in pig-to-baboon xenotransplantation. J Infect Dis 189:1628–1633.1511629910.1086/383351

[6] YoonK-J, SHenry, ZimmermanJ (1996) Isolation of porcine cytomegalovirus from a swine herd with PRRS. Vet. Med. 91(8):779–784.

[7] Van BeurdenSJ, GathererD, KerrK, GalbraithJ, HerzykP, et al (2012) Anguillid herpesvirus 1 transcriptome. J Virol 86:10150–10161.2278722010.1128/JVI.01271-12PMC3446616

[8] LisnicVJ, CacMB, LisnicB, TrsanT, MefferdA, et al (2013) Dual analysis of the murine cytomegalovirus and host cell transcriptomes Reveal new aspects of the virus-host cell Interface. PLoS pathog 9:e1003611.2408613210.1371/journal.ppat.1003611PMC3784481

[9] EbrahimiB, DutiaBM, RobertsKL, Garcia-RamirezJJ, et al (2003) Transcriptome profile of murine gammaherpesvirus-68 lytic infection. J Gen Virol 84:99–109.1253370510.1099/vir.0.18639-0

[10] LevineAJ, HorvathS, MillerEN, SingerEJ, ShapshakP, et al (2013) Transcriptome analysis of HIV-infected peripheral blood monocytes: Gene transcripts and networks associated with neurocognitive functioning. Journal of neuroimmunology 265:96–105.2409446110.1016/j.jneuroim.2013.09.016PMC3855455

[11] ZhaoH, DahloM, IsakssonA, SyvanenA-C (2012) The transcriptome of the adenovirus infected cell. Virology 424:115–128.2223637010.1016/j.virol.2011.12.006

[12] VelosoA, WarrGW, BrowdyCL, ChapmanRW (2011) The transcriptomic response to viral infection of two strains of shrimp (Litopenaeus vannamei). Dev Comp Immunol 35:241–246.2095573110.1016/j.dci.2010.10.001PMC7103212

[13] GreyG, NelsonJ (2008) Identification and function of human cytomegalovirus microRNAs. J Clin Virol 41:186–191.1824378610.1016/j.jcv.2007.11.024PMC2706132

[14] MillerF (2002) The discovery of thymus function and of thymus-derived lymphocytes,. Immunol Rev. 185:7–14.1219091710.1034/j.1600-065x.2002.18502.x

[15] SloanD, JeromeR (2007) Herpes simplex virus remodels T-cell receptor signaling, resulting in p38-dependent selective synthesis of interleukin-10. J Virol 81:12504–12514.1780450110.1128/JVI.01111-07PMC2169026

[16] ChaiY, ItoY, HanJ (2003) TGF-β signaling and its functional significance in regulating the fate of cranial neural crest cells. Crit Rev Oral Biol M 14:78–88.1276407110.1177/154411130301400202

[17] WangY, LiuY, ZhangY, PengL, MaJ, et al (2006) The role of the CD95, CD38 and TGF-β 1 during active human cytomegalovirus infection in liver transplantation. Cytokine 35:193–199.1702728110.1016/j.cyto.2006.08.001

[18] KimMS, KimS, MyungH (2014) Degradation of AIMP1/p43 Induced by Hepatitis C Virus E2 Leads to Upregulation of TGF-β Signaling and Increase in Surface Expression of gp96. PloS one 9:e96302.2481639710.1371/journal.pone.0096302PMC4015952

[19] OrangeJS, BironCA (1996) Characterization of early IL-12, IFN-alphabeta, and TNF effects on antiviral state and NK cell responses during murine cytomegalovirus infection. J Immunol 156:4746–4756.8648121

[20] PrestiRM, PollockJL, Dal CantoAJ, O'GuinAK, VirginHW (1998) Interferon γ regulates acute and latent murine cytomegalovirus infection and chronic disease of the great vessels. J Exp Med 188:577–588.968753410.1084/jem.188.3.577PMC2212470

[21] HeiseMT, PollockJL, O'GuinA, BarkonML, BromleyS, et al (1998) Murine Cytomegalovirus Infection Inhibits IFNγ-Induced MHC Class II Expression on Macrophages: The Role of Type I Interferon. Virology 241:331–344.949980810.1006/viro.1997.8969

[22] BironCA (1998) Role of early cytokines, including alpha and beta interferons (IFN-α/β), in innate and adaptive immune responses to viral infections. Semin Immunol pp. 383–390 Elsevier.979971310.1006/smim.1998.0138

[23] ChangW, BarryPA, SzubinR, WangD, BaumgarthN (2009) Human cytomegalovirus suppresses type I interferon secretion by plasmacytoid dendritic cells through its interleukin 10 homolog. Virology 390:330–337.1952499410.1016/j.virol.2009.05.013PMC2747589

[24] LeeGC, YiHA, LeeCH (2006) Stimulation of interferon-β gene expression by human cytomegalovirus via nuclear factor kappa B and phosphatidylinositol 3-kinase pathway. Virus Res 117:209–214.1654588310.1016/j.virusres.2005.08.018

[25] Van GentM, BraemSG, de JongA, DelagicN, PeetersJG, et al (2014) Epstein-Barr Virus Large Tegument Protein BPLF1 Contributes to Innate Immune Evasion through Interference with Toll-Like Receptor Signaling. PLoS pathog 10:e1003960.2458616410.1371/journal.ppat.1003960PMC3930590

[26] LimaGK, ZoliniGP, MansurDS, Freire LimaBH, WischhoffU, et al (2010) Toll-like receptor (TLR) 2 and TLR9 expressed in trigeminal ganglia are critical to viral control during herpes simplex virus 1 infection. Am J Pathol 177:2433–2445.2086467710.2353/ajpath.2010.100121PMC2966801

[27] Ho J, Liang R, Srivastava G (1999) Differential cytokine expression in EBV positive peripheral T cell lymphomas. Mol Pathol 52: 269.10.1136/mp.52.5.269PMC39570910748876

[28] Desloges N, Schubert C, Wolff MH, Rahaus M (2008) Varicella-zoster virus infection induces the secretion of interleukin-8. Med Microbiol Immun 197: 277–284.10.1007/s00430-007-0060-317909856

[29] ComerfordI, Harata-LeeY, BuntingMD, GregorC, KaraEE, et al (2013) A myriad of functions and complex regulation of the CCR7/CCL19/CCL21 chemokine axis in the adaptive immune system. Cytokine Growth F R 24:269–283.10.1016/j.cytogfr.2013.03.00123587803

[30] FinkSL, CooksonBT (2005) Apoptosis, pyroptosis, and necrosis: mechanistic description of dead and dying eukaryotic cells. Infect Immun 73:1907–1916.1578453010.1128/IAI.73.4.1907-1916.2005PMC1087413

[31] MarshallWL, YimC, GustafsonE, GrafT, SageDR, et al (1999) Epstein-Barr virus encodes a novel homolog of the bcl-2 oncogene that inhibits apoptosis and associates with Bax and Bak. J Virol 73:5181–5185.1023398510.1128/jvi.73.6.5181-5185.1999PMC112567

[32] WestendorpMO, FrankR, OchsenbauerC, StrickerK, DheinJ, et al (1995) Sensitization of T cells to CD95-mediated apoptosis by HIV-1 Tat and gp120. Nature 375:497–500.753989210.1038/375497a0

[33] WangJ, ChunHJ, WongW, SpencerDM, LenardoMJ (2001) Caspase-10 is an initiator caspase in death receptor signaling. Proceedings of the National Academy of Sciences 98:13884–13888.10.1073/pnas.241358198PMC6113611717445

[34] DorstynL, ReadSH, QuinnLM, RichardsonH, KumarS (1999) DECAY, a novel Drosophila caspase related to mammalian caspase-3 and caspase-7. J Biol Chem 274:30778–30783.1052146810.1074/jbc.274.43.30778

[35] MillerDK (1997) The role of the caspase family of cysteine proteases in apoptosis. Semin Immunol pp. 35–49 Elsevier 10.1006/smim.1996.00589106306

[36] VoglerM, ButterworthM, MajidA, WalewskaRJ, SunX-M, et al (2009) Concurrent up-regulation of BCL-XL and BCL2A1 induces approximately 1000-fold resistance to ABT-737 in chronic lymphocytic leukemia. Blood 113:4403–4413.1900845810.1182/blood-2008-08-173310

[37] MontanerS, SodhiA, PeceS, MesriEA, GutkindJS (2001) The Kaposi's sarcoma-associated herpesvirus G protein-coupled receptor promotes endothelial cell survival through the activation of Akt/protein kinase B. Cancer Res 61:2641–2648.11289142

[38] BenedictCA (2003) Viruses and the TNF-related cytokines, an evolving battle. Cytokine Growth F R 14:349–357.10.1016/s1359-6101(03)00030-312787571

[39] AravalliRN, HuS, RowenTN, GekkerG, LokensgardJR (2006) Differential apoptotic signaling in primary glial cells infected with herpes simplex virus 1. J Neurovirol 12:501–510.1716266510.1080/13550280601064921

[40] ContiniP, GhioM, MerloA, PoggiA, IndiveriF, et al (2005) Apoptosis of antigen-specific T lymphocytes upon the engagement of CD8 by soluble HLA class I molecules is Fas ligand/Fas mediated: evidence for the involvement of p56^lck^, calcium calmodulin kinase II, and calcium-independent protein kinase C signaling pathways and for NF-KB and NF-AT nuclear translocation. J Immunol 175:7244–7254.1630162910.4049/jimmunol.175.11.7244

[41] LiuX, ZhuL, ShiX, XuZ, MeiM, et al (2012) Indirect-blocking ELISA for detecting antibodies against glycoprotein B (gB) of porcine cytomegalovirus (PCMV). J Virol Methods 186:30–35.2298198110.1016/j.jviromet.2012.08.024

[42] FryerJF, GriffithsPD, FishmanJA, EmeryVC, ClarkDA (2001) Quantitation of porcine cytomegalovirus in pig tissues by PCR. J Clin Microbiol 39:1155–1156.1123044710.1128/JCM.39.3.1155-1156.2001PMC87893

[43] O'MalleyJT, MerchantSN, BurgessBJ, JonesDD, AdamsJC (2008) Effects of fixative and embedding medium on morphology and immunostaining of the cochlea. Audiol Neuro-Otol 14:78–87.10.1159/000158536PMC263109118827478

How the deposited data were processed for this re-analysis (not part of the article)

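RNA pooled from the thymuses of the control pigs and RNA pooled from those of the PCMV-infected pigs were measured on 1 single-colour Agilent array each. The paper describes 5 pigs per group and collection at 13 to 14 days after inoculation, with all thymuses of a group combined before RNA extraction. The authors deposited the Feature Extraction output of both arrays, which gives each spot as an intensity on a linear scale, with no normalization between arrays, and as quality flags. The authors also deposited a table of log2 values, quantile normalized in GeneSpring, for the probes detected on both arrays. The log2 scale of that table was found by setting it against the processed intensities of the same arrays.

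From the processed intensities, the spots of each probe were averaged without spots that carried an outlier flag, and control spots were left out. A probe with every spot flagged kept the mean of its spots in the normalization. Such a probe was counted only where no detection filter was applied. The log2 signals of the 43603 probes were quantile normalized over both arrays. Probes with at least 1 unflagged spot that was positive, significant and well above background on each array were kept, and a threshold of 2-fold was applied. Probes were named by RefSeq accessions matched to the gene table of Sscrofa11.1, used for names only. The part of Tables S1 and S2 used here named a further 1536 detected probes, and genes named only by these tables are reported with that said. It holds 1997 of the 23734 probes of Table S1, 1997 of the 3528 higher probes and 313 of the 4931 lower probes of Table S2. The genes reported by name are every gene the paper names for the microarray, and the 10 largest rises and 10 largest falls among genes with a symbol whose detected probes all changed at least 2-fold the same way. A gene's value is the mean over its probes detected on both arrays. With 1 array per group, no test across replicates was made and no p-value is given. For each list with at least 3 detected genes, the median log2 fold change was set among those of 10000 random lists of the same size, drawn with seed 1 and matched on mean expression in 10 bins, as a description of these arrays.

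The main setting, the rule for named genes, the lists of pathways, cell types and states and most alternatives were written before the data were examined, though after the paper and its supplementary tables had been read. The alternatives were a shift by the 75th percentile, cyclic loess, the authors' table of values, no detection filter, a signal of at least 100, saturated or non-uniform spots left out, the brightest probe of a gene and a 3-fold threshold. Added after the data were seen were normexp background correction (offset 50) of the spots' median signals, no multiplicative detrending, no normalization between arrays, and names from the supplementary tables in the gene lists. Normexp on mean signals was not run, since the median signals were used in its place. Scaling by spike-in controls was not run, since 0 of 320 spike-in spots on the control array and 36 of 320 on the infected array were well above background. A value with no test was taken to have moved when it changed by more than 0.40, the median SD of the log2 fold change between probes of 1 gene, and a count when it changed by more than 1.5 times. A second list of lung genes and lists of 6 other organs were written after the surfactant transcripts had been seen and before the values of their own genes were looked at.

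The steps were tested on a simulated pair of arrays, made from the levels of the real probes with spot noise and a different scale for the second array, with 200 of 18953 genes changed by known folds. Quantile normalization recovered 97.5% of the changed genes past 2-fold in the right direction and called 1.15% of the unchanged genes. The values were 98.5% and 1.48% for the 75th percentile shift, 97.5% and 1.16% for cyclic loess and 87.5% and 0.326% for normexp background correction. The 200 simulated changes were few, split equally between both directions and all past 2-fold, with noise between spots only. On the real arrays 6795 genes were called, more of them lower than higher. The simulated rates are therefore not error rates of the real calls. A simulated list of 15 lowered genes lay below all random lists, and 10.5% of 200 lists of unchanged genes lay below percentile 5 or above percentile 95 of the random lists. The gene ontology, pathway and network analyses, the qPCR, the western blots and the viral loads of the paper were not analysed here. Some genes that meet the rule for named genes or belong to a list are not reported here by name. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.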

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

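The tests of faulty probes, of the normalization and of blood were chosen only after the result was seen, while the test of lung tissue used a second list set before the values of its genes were looked at.

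In a list of lung and airway genes that the paper does not discuss, 5 of the 7 genes on the array were raised in the infected pool, a signal above that of the control pool. AGER, well above background on both arrays, rose by 3.92 on the log2 scale. The other 4 genes were not well above background in the control pool. The bounds were at least 73.9-fold and 88.8-fold for the 2 probes of SFTPA1, 85.6-fold and 108-fold for those of SFTPB, 220-fold for SFTPD, and 27.6-fold and 17.4-fold for those of CLDN18. The infected spot of SFTPC carried an outlier flag and is not used here, and BPIFA1 was not well above background on either array. Faulty probes or spots are argued against, since all 3 of the genes with several unflagged probes had every one of these raised. The normalization is argued against, since the lowest bound over the scalings run was 2.16 on the log2 scale (normexp background correction). Lung tissue or lung RNA in the infected pool stays open. Of a second lung list, 50.0% of the genes (5 of 10) were raised in the infected pool, against 17.0% of the 2353 genes with a symbol. A gene was counted as raised if it was at least 2-fold higher with probes detected on both arrays, or well above background in the infected pool alone, whatever its bound. With bounds of at least 2-fold asked for as well, 3 of the 10 genes were raised, against 5 of 13 for liver and 14.8% of all genes with a symbol. Under the first rule, lists of 6 other organs had 10 of 52 genes raised, with 38.5% (5 of 13) for liver, 2 of 10 for intestine, 1 of 9 for kidney, 1 of 6 for stomach, 1 of 5 for thyroid and 0 of 9 for pancreas. If lung tissue were the cause, most of the second list would have been raised, and this was not reached under either rule. In that list HOPX rose by 4.24 on the log2 scale, AQP4 was at least 6.13-fold, CFTR at least 2.23-fold, CYP2B22 at least 1.51-fold and AQP1 at least 1.46-fold higher. SPDEF was lower, with a bound of 6.49-fold that, as for any lower gene here, is not a strict limit. HOPX and AGER were also detected in the control pool. Whether the second lung list stood above the liver list depended on the rule, and 1 pool was measured per group. Lung RNA therefore cannot be told apart from a rise of these transcripts within the infected thymus, which was not tested.

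The neutrophil list, outside the genes the paper discusses apart from TREM1, had a median log2 fold change of 5.53, above the control pool. All 7 detected genes were at least 2-fold higher, and the median lay above those of all 10000 random lists and between 3.47 and 5.84 over the scalings run. Besides the S100 genes and LTF, PR39 rose by 3.58 and MMP9 by 2.54 on the log2 scale. More blood in the infected pool was tested by the erythroid list, in which 1 gene, TFRC, was detected on both arrays, with a log2 fold change of −0.81. A second gene, KLF1, was well above background in the control pool alone on 1 of its 2 probes. It was lower in the infected pool, with a bound of 4.06-fold that is not a strict limit. Both go against more blood, but TFRC is also in the list of housekeeping genes, both were measured at low signal and no globin gene has a named probe here, so blood cannot be told apart from neutrophils within the infected tissue. The latter could follow from the infection and was not tested.

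EPCAM, which the paper does not discuss, had a log2 fold change of 7.62, above the control pool on all of its 16 probes and between 5.88 and 7.81 over the scalings run. It belongs to the list of thymic epithelium, whose 4 detected genes had a median of 4.41, with KRT8 at 5.02, CDH1 at 3.80 and CCL25 at −0.94. EPCAM, KRT8 and CDH1 are expressed by the epithelia of other organs too. A candidate explanation is epithelial tissue of another organ in the infected pool, which was tested through the second lung list, with 50.0% of its genes raised, or 3 of 10 under the stricter rule, and stays open. A larger share of thymic epithelium in the infected thymus also stays open and was not tested apart from the fall of CCL25.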

How the results depend on the processing

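Normexp background correction, the omission of multiplicative detrending, the omission of normalization between arrays and the names added from the supplementary tables were chosen only after the results were seen.

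Without the detection filter, 43603 probes and 36787 genes were counted as detected, 6330 genes and 7459 probes were at least 2-fold higher, and 6934 genes and 8413 probes at least 2-fold lower. The larger numbers follow from the larger number of probes. With a 3-fold threshold, 1549 genes and 1898 probes were higher and 1457 genes and 1859 probes lower, as a stricter threshold makes fewer calls. With normexp background correction, 1922 genes and 2619 probes were at least 2-fold lower. The median log2 fold change under that correction was −1.29 for the T-cell receptor genes named in the paper, −0.73 for the T-cell receptor pathway list, −1.77 for the chemokines named as reduced and −0.35 for the FAS pathway genes. For these counts and medians the cause was not tested. With the names of the supplementary tables added, which lean to raised genes, the median of the TGF-β pathway list was 0.73, over 21 genes in place of 16. Under the other settings, each count of genes or probes stayed within 1.5 times its main value, and the medians of the lists set for the paper's claims (T-cell receptor, TGF-β and TNF genes, each as named in the paper and as a pathway list, toll-like receptors, reduced chemokines and FAS pathway genes) moved by less than 0.40. Over all 39 gene lists with a median, cell types and states included, 12 moved by more than that with normexp background correction, 6 without the detection filter, 6 at a signal of at least 100, 5 with the added names and 3 with the brightest probe, and none under the other settings. The stromal list, at 0.15, was at 0.92 at a signal of at least 100, 0.70 with the brightest probe and 1.26 with the added names.

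The excess of lower over higher calls depended on the scaling. Of the changed genes, 42.5% were higher under quantile normalization, 40.3% with a 75th percentile shift, 54.6% with cyclic loess, 50.4% with normexp background correction and 30.8% without normalization between the arrays. The median log2 fold change over all genes was −0.22 under quantile normalization, −0.05 with cyclic loess, −0.12 with normexp background correction and −0.43 without normalization, and changes near 2-fold are to be read against these shifts.

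Of the 94 genes named with a value, 74 were past 2-fold. Of these, 16 were under 2-fold with normexp background correction, 7 with cyclic loess, 4 without normalization, 3 each with the 75th percentile shift, with the brightest probe and without multiplicative detrending, and 1 with the added names. None was lost with the authors' values, without the detection filter or with saturated or non-uniform spots left out. At a signal of at least 100, 90 of the 94 genes had a value, and none of the 71 called among them was lost. The sign of TNFSF10, which was not past 2-fold, changed with its brightest probe and without normalization, and no other named gene changed sign. Low signal over background limits the calls among dim probes. Among the dimmest of 5 classes of detected probes, normexp background correction left 30 probes lower and 7 higher, against 938 and 283 under quantile normalization of the processed signals.

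No paired analysis was possible because each group has 1 pooled array and no result comes from a test. Normexp on mean signals and scaling by spike-in controls were not run.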

Differences from the paper's values

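The choice of probe accounts for the differences of IL-1α, IL-7R and TGF-β1, as given below. No cause of the other differences was tested. The settings with normexp background correction, without multiplicative detrending and without normalization between the arrays were chosen only after the results were seen. The values are on the paper's scale, as signed fold changes of infected over control.

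For IL-1α, the paper's array value in Table 1 is 2.09 and the value here is 4.02, from the RefSeq probe. A probe that only the supplementary tables name as this gene had a fold change of 2.09. With normexp background correction, chosen after seeing the values, the value for the RefSeq probe was 2.14. For IL-7R, the paper's value is −3.41 and the value here is −5.78, the mean on the log2 scale of probes at −3.41 and −9.82. For TGF-β1, the paper's value is −3.11 and the value here is −2.11, the mean on the log2 scale of probes at −3.11 and −1.43. Without normalization between the arrays, chosen after seeing the values, it was −2.38, within 0.40 of the paper's value on the log2 scale. None of the alternatives set before the data were examined brought any of the 3 genes to the paper's value: a 75th percentile shift, cyclic loess, the authors' table, no detection filter, a signal of at least 100, saturated or non-uniform spots left out, and the brightest probe. For each of the 3 genes, the paper's value was that of a single probe under quantile normalization, to within 0.015. The value here came from another probe or from a mean over probes. For IL7, TNFSF10, TGFBR1 and IFN-α, the paper's array values of 1.47, 1.11, 1.08 and 1.31 lie within 0.015 of the ratios of a probe's signals before normalization between the arrays, which were 1.47, 1.12, 1.08 and 1.31. The normalized fold changes of these probes were 1.77, 1.27, 1.26 and 1.54.

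Some genes that the paper states as changed were under 2-fold here in the mean over their detected probes, while Table S2 lists probes. The most changed probe lay at −1.01 for TNF, −1.23 for CASP10, −1.64 for IL6, −1.04 for CTSD, 1.46 for ID2 and 1.14 for CD36. Among the probes that could be named, no detected probe of BCL2A1, CD86, SP3 or TLR4 was past 2-fold. SP3 rests on 1 probe, named by the part of the supplementary tables used here. That part holds 313 of the 4931 lower probes, so a lower SP3 probe may have been missed. TNF, which the paper counts among the lowered genes, had a log2 fold change of −0.99 and passed 2-fold with a 75th percentile shift and, in an alternative chosen after seeing the values, without normalization between the arrays. CASP10, stated as reduced, lay just under 2-fold lower in the mean over probes from −1.23 to −0.81 and passed with a 75th percentile shift, with the brightest detected probe and, chosen after seeing the values, without normalization. The brighter CASP10 probes, left out for an outlier flag, did not fall. BCL2A1, stated as reduced, was at −0.94 and CD86, placed among the differentially expressed genes, at −0.88. Both passed only without normalization, chosen after seeing the values. IL6, stated as reduced, was at −0.84 and passed with every probe kept, among signals of at least 100, with the brightest probe and, chosen after seeing the values, without multiplicative detrending or without normalization. CTSD, stated as reduced, was at −0.39 and passed with the brightest probe. SP3, stated as reduced, was at −0.32 and passed under no setting run. ID2, stated as raised, was at 0.92 and passed with cyclic loess. CD36, stated as raised, was at 0.82 and passed with cyclic loess and among signals of at least 100. TLR4, placed among the differentially expressed genes of the network, was at 0.44 and passed under no setting run, and the TLR9 probe, placed there too, was not well above background on either array.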

Other observations

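All tests in this part were chosen, or given their final form, only after the result was seen, apart from that of the normalization for the excess of lower calls.

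More genes were called lower than higher in the infected thymus under quantile normalization. Low signals near background stay open as a cause, since the values go both ways. Outside the dimmest of 5 classes of detected probes, 3992 probes were at least 2-fold lower and 3245 higher, a ratio of 1.23, against 3.31 in the dimmest class. In the brightest class the ratio was 1.14 under quantile normalization and 1.02 with a 75th percentile shift, and the form of this test was changed after these values had been seen. With normexp background correction the excess was gone, with 1950 genes higher and 1922 lower, while with a signal of at least 100 there were 2769 higher and 3392 lower. Detrending of the infected array alone is argued against, since 42.7% of the changed genes were higher without it, against 42.5% with it. The normalization may account for the excess, since with cyclic loess 54.6% of the changed genes were higher. No biological explanation of the excess was tested.

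The fall of the T-cell receptor genes went with a fall of other thymocyte and cell division genes. The thymocyte list, of which 11 genes were detected and which shares genes with the paper's T-cell receptor genes, had a median log2 fold change of −2.44, with 10 genes at least 2-fold lower. The 5 detected thymocyte genes outside T-cell receptor signaling had a median of −1.35, with LEF1 and CD2 (−2.59) lowest. All 8 detected genes of cell proliferation were at least 2-fold lower, with a median of −2.20. Fewer thymocytes in the infected pool could lower all of these, and would raise the markers of every other cell type alike. The medians of the neutrophil list and of the B cell list differed by 8.64 on the log2 scale, which argues against fewer thymocytes as the whole cause of the pattern. The B cell list rests on 3 detected genes, of which 2 were at least 2-fold lower and VPREB1 was at 0.29, and its median of −3.11 lay between −3.32 and −1.94 over the scalings run. A loss of thymocytes together with changes in other cell types, lower transcription within thymocytes, and a different mix of organs in the 2 pools all stay open with 1 pooled array per group. The last was not tested, and it bears also on the falls of the B cell genes, CCL19 and CCL21, since the sample labels name immune organs and the paper describes lymph nodes and spleens collected beside the thymuses.

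Among interferon-stimulated genes, 16 of 17 detected genes lay below 0 and 12 were at least 2-fold lower, with a median log2 fold change of −1.20 and a range of the median over the scalings from −1.36 to −0.98. IFIT3, at 0.56, was the exception. If fewer cells of the type that expresses them were the cause, they would fall with the thymocyte genes, and their median differed by 0.15 from that of the thymocyte genes outside T-cell receptor signaling. The 5 genes of that list are spread widely, and against the full thymocyte list the difference was 1.24, so the values do not decide whether fewer such cells, or lower interferon signaling, lowered them. Of the other interferon genes, IFN-DELTA-1 had a log2 fold change of 0.96, IFN-DELTA-9 of 0.44 and IFNG of −0.60, and IFNE was at least 1.27-fold higher in the infected pool.

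Some heart and muscle genes were higher in the infected pool. TNNI3 rose by 4.31 and PLN by 2.35 on the log2 scale, which gave the cardiac muscle list a median of 3.33, and NPPB was at least 15.6-fold higher. The 4 detected smooth muscle genes were all at least 2-fold higher, with a median of 1.47. Striated muscle carried into the pool would bring its most abundant transcripts. Over 33 probes of CKM, MYLPF, MYL1, MYL2, TNNC1 and TNNC2, the highest normalized signal on the infected array was 81.4. Of these probes, 6 were well above background on each array, and CKM rose by 0.33 and MYLPF by 0.14. For these 6 genes, the values argue against carried-over striated muscle as the source. The 9 detected genes of the striated muscle list had a median of 0.17, with 3 at least 2-fold higher and 1 at least 2-fold lower. ENO3 was at 2.49, MYH2 at 1.86 and TNNI2 at −1.83. The 7 detected probes of ACTA1 ranged from −2.07 to 2.48, with an infected signal of 8448 on 1 of them. Some striated muscle in the pool is therefore not ruled out. A rise of TNNI3 and PLN within the infected thymus was not tested.

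The recombination genes of thymocytes were not well above background in the control pool. Of the 7 probes of RAG1, RAG2 and PTCRA, 0 were well above background there and 1 was in the infected pool. Probes that do not report these genes may be the reason, and since no pool with known expression was measured, this cannot be told apart from a low level of these transcripts in the control pool, which a pool with little thymus would also give.

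The remaining lists are given as values. The median log2 fold change was 0.15 for 5 stromal genes, 0.65 for 4 endothelial genes, −0.12 for 8 adipocyte genes, −0.11 for 6 liver genes and −0.25 for 6 macrophage genes, in which LYZ rose by 3.88. The medians of the stromal, adipocyte and liver lists changed sign between scalings. XBP1, the only detected gene of the plasma cell list, was at 0.23. The median was 0.22 for 5 glucocorticoid-responsive genes and 1.35 over 7 genes with the names of the supplementary tables added. It was −0.29 for 6 hypoxia genes and −0.09 for 5 heat shock genes. The 10 detected housekeeping genes had a median of −0.24, with TUBB (−1.26) past 2-fold. The genes of Table 1 had a median of 0.21 over 12 genes, since the list holds IFNA1, not detected on both arrays, in place of IFN-ALPHA-10, with 4 at least 2-fold higher and 4 at least 2-fold lower.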
